A study of Oryza sativa with 6 samples. Its data were reported in "OsChz1 acts as a histone chaperone in modulating chromatin organization and genome function in rice" (2020).

How the data were processed

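RNA was taken from 30-day-old seedlings that had spent 10 days on half-strength and 20 days on full-strength medium, in 3 samples of wild-type and 3 of oschz1. Groups follow the genotype given in the sample labels. The labels do not say whether samples of a genotype came from separate cultures, while the study calls them biological replicates of pooled seedlings, so that p-values measure the spread between these samples.

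According to the study's methods, the authors trimmed strand-specific paired-end reads with cutadapt, aligned them to the rice genome with HISAT2, kept unique alignments with SAMtools, assigned them to genes with featureCounts and compared the genotypes with DESeq2. The locus identifiers are those of the MSU annotation of Nipponbare. Whether featureCounts was run with strand is not given in the sources used here, so reads of overlapping antisense genes may be counted together, and members of near-identical families such as NAS1 and NAS2 are measured by the reads that distinguish them. The file used is the authors' deposited table of the comparison, with no columns of single libraries. Its mean normalized count is a signal averaged by the authors over all 6 libraries after division by size factors. The log2 fold change and its SE are the authors' deposited log2 values. The test statistic is a score, the Wald statistic of the authors' DESeq2 fit. The deposited p-values are two-sided, and the adjusted p-values are those of Benjamini and Hochberg (BH) by the authors, given for 25945 genes after their filter on low counts.

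The table was checked for what it holds. The statistic equalled the log2 fold change divided by its SE (largest difference 8.23e-07), so the fold changes are not shrunken. The adjusted p equalled a BH adjustment over the genes that have one (largest difference 6.26e-07). The header does not say which genotype is the numerator. The direction was set by the study's own counts of upregulated and downregulated genes, which the table gives only if positive values mean higher in oschz1. The design written before the data were examined foresaw a count model if values of single libraries were given. Since none are, the authors' Wald test was used, as also foreseen there.

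Of the 30020 genes, 29979 carry a locus identifier and 41 are predictions on unplaced sequence. No genome of this annotation was used, and no coordinates are given. The reference gene table (assembly ASM3414082v1) does not list these identifiers, so 0 matched directly. Gene symbols come from lists that paired symbol and identifier from general knowledge before the data were examined. They were checked by chromosome: of 155 distinct symbols, the reference places 109 on the chromosome of the identifier and 1 (CYP76M7) only on another, and 45 are absent from it. Along the chromosomes, 0 of 612 pairs of matched symbols stood in another order than their locus numbers. Symbols absent from the reference are written "listed as". Of the listed loci, 148 are in the table.

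Depth was recovered from the mean normalized counts. A gene with few reads has a mean that is a sum of whole reads, each worth a fixed amount per library, and the 6 amounts were read from the smallest values in turn. All 2243 genes with means under 0.7 (100%) were then sums of whole reads within 3e-08. The sign of the fold change of genes with reads in a single library gave the genotype of each amount, not the replicate. Reads implied for the genotype with the lower value were computed from the mean, the fold change and the size factors. Where fewer than 3 were implied in all its libraries together, the gene was called nearly silent there. These implied reads are fitted values and need not be whole, and the limit was applied without tolerance. Fold changes of genes with no implied read are given as a bound from a floor of 3 reads over the group. Intervals of read ratios are exact binomial at 95%, and those of fitted folds are normal intervals at 95% from the SE. PCR copies are not independent molecules, so floors and intervals cover counting error only.

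Genes were called misregulated at a fold change of at least 1.5 and an adjusted p of at most 0.05, the study's thresholds. Rises and falls were compared with an exact binomial test. The 15 lists (165 entries) were tested with two-sided Fisher exact tests of their misregulated share against all other tested genes, and with limma's cameraPR on the Wald statistic at an inter-gene correlation of 0.01, each with BH adjustment over the lists. The background of the share tests was not matched for mean normalized count, on which the called share depends. A list's share can therefore also reflect the level of its genes. A correlation between genes could not be estimated without single libraries, so 0.05 was tried as well. Calls over chromosomes were compared by chi-square with 100000 permutations and by Fisher exact tests with BH adjustment. For runs of neighbouring loci, windows of 20 loci in identifier order were compared with 1000 random placements of the calls, and windows with at least 9 calls were merged. The genes named in the text are the flowering list (1 member, counted in the list, is not reported here), the 4 members of each other list with the smallest adjusted p, the 5 loci of the study's quantitative PCR and the 10 rises and 10 falls ranked first by fitted log2 fold change among called genes with mean normalized counts of at least 50. Of the last, only 2 each are named since their identifiers could not be matched to names. OsChz1 itself was to be reported first but was not analysed here, as its locus identifier is not given in the sources used here and no genome was at hand to locate it.

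The steps were tested on simulated data with 200 changed genes among the 25945 tested. With the SEs of the table, 30% of 1.5-fold, 58% of 2-fold, 86% of 3-fold and 88% of 4-fold changes were called in oschz1 against wild-type, and 0.035% of the 25745 unchanged genes tested. These shares do not give the sensitivity of the real comparison. There 4683 genes passed the adjusted p, so the adjustment was stricter in the simulation. A true 1.5-fold change is also missed where its estimate falls under 1.5-fold. Alternatives covered the thresholds, a filter on the mean normalized count (10 or 50), BH over all genes, Bonferroni adjustment, fold changes centred on the median of genes with mean normalized counts of at least 50, and a test of a fold change above 1.5. For the lists, a further alternative kept 1 gene, the one with the highest mean normalized count, of each group of list members whose locus numbers lie up to 100 apart, and left the others out of list and background. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9, and R 4.3.3 with limma 3.58.1 were used.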

Results

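The transcriptome of 30-day-old rice seedlings (Oryza sativa, cultivar Nipponbare) was compared between wild-type plants and the oschz1 mutant, which lacks OsChz1, a histone chaperone of the CHZ-domain family that binds histone dimers with H2A or the variant H2A.Z. Strand-specific poly(A) RNA-seq libraries were made from 3 samples of each genotype, grown with 14 h of light at 30 °C and 10 h of dark at 28 °C. The data consist of the authors' deposited table of a single comparison, oschz1 against wild-type, with a mean normalized read count over all 6 libraries, a log2 fold change with its standard error (SE) and p-values for each of 30020 genes. It holds no values of single libraries, so the errors below are its SEs. An adjusted p was given for 25945 of these genes, and the other 4075 had mean normalized counts of 1.79 or less. The size factors of the 6 libraries, which scale with sequencing depth, ranged from 0.738 to 1.59 in wild-type and from 0.596 to 1.49 in oschz1, with means of 1.05 and 1.09. Summed over genes, the mean normalized count per library was 23667139. The median SE fell from 1.02 for tested genes with mean normalized counts under 10 to 0.066 for those of at least 1000. A 1.5-fold difference could pass the test where the SE was 0.224 or less, which held for 65.6% of the tested genes.

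The first comparison asked which genes were misregulated in the absence of OsChz1. In the authors' deposited table, 1967 genes differed by at least 1.5-fold with an adjusted p of at most 0.05, which is 7.58% of the genes tested. Of these, 1619 rose and 348 fell in oschz1, so that 4.65 genes rose for each gene that fell. The genes that rose made up 82.3% of the total (95% exact binomial interval 80.5% to 84.0%; two-sided exact binomial p = 2.11e-195, a descriptive value since genes are not independent replicates). The rises were also larger: the median log2 fold change was 1.39 for genes that rose and -0.98 for genes that fell. A log2 fold change of at least 3 was reached by 289 of the genes that rose, against 25 genes that fell by as much. The median log2 fold change of all tested genes was -0.0049, and that of the 18708 genes with mean normalized counts of at least 50 was -0.019. Without the fold change threshold, 4683 genes passed the adjusted p, of which 58.2% were higher in oschz1. This set includes the called genes. Among its 2716 genes under 1.5-fold the direction was the other way, with more genes lower than higher. No value is given here for OsChz1 itself, whose locus identifier was not named in the sources used.

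**Figure D1:**
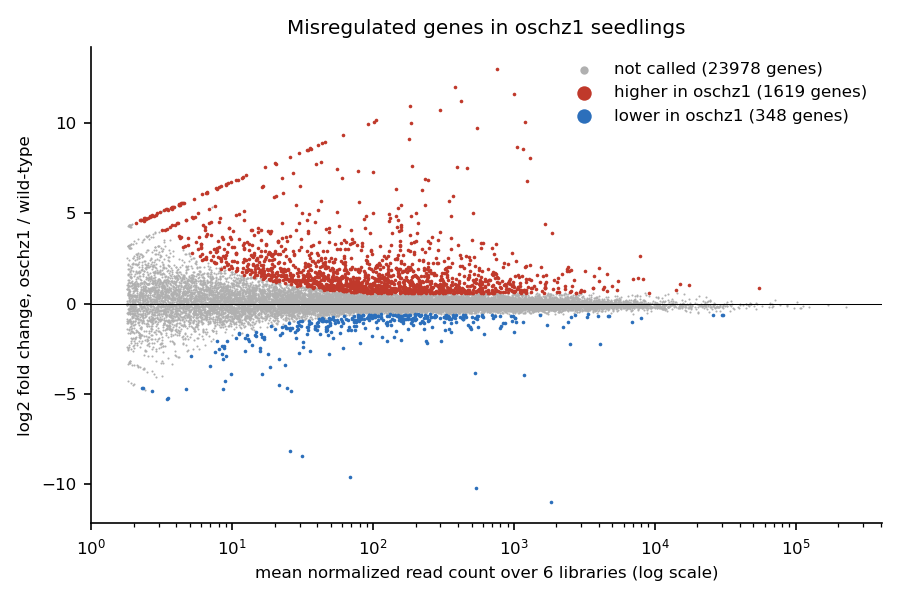
Log2 fold change (oschz1 over wild-type) of each tested gene against its mean normalized read count over 6 libraries on a log scale, from the authors' deposited table. Red points are the 1619 genes that rose, blue points the 348 genes that fell and grey points the genes that were not called. The genes that rose outnumber those that fell at every level, and the diagonal rows of points at low counts are genes with almost no reads in wild-type.

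Misregulated genes were found most often at mean normalized counts of 10 to 200, below the median of all tested genes. The share of tested genes called was 13.4% at mean normalized counts of 10 to 50 and 14.4% at 50 to 200, but 5.61% at 200 to 1000 and 2.47% at 1000 or more. It was 4.48% under 10, where the median SE of 1.02 left little power. The share tests of lists below were not matched for this level. The genes that rose had a median count of 91.4 and those that fell of 102, against 244 for all tested genes. Rises made up between 81.4% and 86.4% of the calls at each of the 5 levels examined. Some genes were close to silent in a genotype: 127 genes that rose had under 3 reads implied for all wild-type libraries together, and 12 genes that fell had under 3 reads implied for the oschz1 libraries, 1 of them at this limit (2.997 reads, a fitted value).

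Among genes with mean normalized counts of at least 50, the rises ranked by fitted log2 fold change were headed by LOC_Os10g20480 and LOC_Os03g18779. In the authors' deposited table their fitted log2 fold changes were 13.0 and 11.99, but under 1 read was implied for the wild-type libraries together, so these values are no estimate of the size and the rank rests on the fit. Against a floor of 3 reads over the 3 wild-type libraries, the first was at least 1598-fold higher in oschz1 and the second at least 793-fold higher. The falls, ranked in the same way, were headed by LOC_Os10g22630 and LOC_Os11g09590. For the former, the authors' deposited table gave a log2 fold change of -10.96 ± 0.59 (SE; adjusted p = 7.69e-74, the authors' DESeq2 Wald test), with 6.0 reads implied in oschz1. The latter had 2.997 reads implied in oschz1 and a log2 fold change of -10.20 ± 0.84 (SE) in the authors' deposited table, a ratio of 1179 with a 95% interval of 378 to 3681. Of the 8 genes that ranked next among the rises, 7 were nearly silent in wild-type, so no range of sizes is given. Of the 8 that ranked next among the falls, 1 was nearly silent in oschz1 and the other 7 had log2 fold changes between -3.95 and -2.18 in the authors' deposited table. The table does not pair these identifiers with names.

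The second comparison asked how genes of 15 lists, fixed before the data were examined, behaved in oschz1. The list of the study's quantitative PCR loci was chosen by the study on the same material. It entered each adjustment over the lists and so lowered the adjusted p of other lists, such as that of jasmonate. The jasmonate list, which holds JAZ genes (repressors of the response to the hormone jasmonate) and enzymes of its synthesis, moved down. Of its 12 members, 5 fell, none rose and 7 were not called, and the same 5 fell when adjusted over the list alone. All that fell were JAZ genes. In the authors' deposited table, JAZ10 (LOC_Os03g08330) fell with a log2 fold change of -1.29 ± 0.11 (SE; adjusted p = 3.25e-28) and JAZ12 (LOC_Os10g25290) with -0.88 ± 0.14 (adjusted p = 3.27e-09). The other members that fell, named after their values were seen, were JAZ9, JAZ11 and JAZ13, with log2 fold changes of -1.56, -0.75 and -1.34 in the authors' deposited table. JAZ6 (LOC_Os03g28940, -0.54 ± 0.06) and JAZ7 (LOC_Os07g42370, -0.37 ± 0.06) passed the adjusted p in the authors' deposited table but not 1.5-fold, as did JAZ8 and AOC, at -0.34 ± 0.07 and -0.21 ± 0.07 there. The biosynthesis genes of the list, AOS1, AOS2, AOC and OPR7, were not called. The share of misregulated members exceeded that of other tested genes (odds ratio 8.73, two-sided Fisher exact test, adjusted p = 0.0094 over 15 lists), and the mean statistic of the list was shifted down (limma cameraPR, adjusted p = 4.35e-07). This shift does not cover each member. The synthesis genes AOS1, AOS2 and OPR7 had log2 fold changes of -0.17, -0.21 and 0.01 in the authors' deposited table, with unadjusted p of 0.184 or more in the authors' DESeq2 Wald test. The 5 genes that fell lie in 2 groups of neighbouring loci. With 1 gene kept per group of neighbouring list members, a setting chosen after seeing the data, the share test was not passed (adjusted p = 0.723), whereas the shift was (1.10e-05). The share test was also not passed under 4 other settings, for example with a threshold of 2-fold (adjusted p = 0.069), while the shift held in each setting tried.

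Of 13 genes for diterpenoid phytoalexins, the antimicrobial compounds rice makes on infection, 4 rose, none fell and 9 were not called. Those that rose included KSL7 (LOC_Os02g36140) and CPS4 (LOC_Os04g09900), diterpene cyclases with log2 fold changes of 1.44 ± 0.22 (SE; adjusted p = 1.89e-09) and 1.43 ± 0.24 (adjusted p = 1.18e-07) in the authors' deposited table. The cytochrome P450 genes CYP99A2 (LOC_Os04g10160) and CYP76M8 (LOC_Os02g36070) rose by 1.55 ± 0.37 and 1.36 ± 0.51 (SE) on the log2 scale in the authors' deposited table. Adjusted over the list alone, 5 rose and 1 fell. The list did not pass either test (Fisher exact adjusted p = 0.068; cameraPR adjusted p = 0.273), but the share test was passed with a threshold of 2-fold (adjusted p = 0.021), with an adjusted p of 0.1 (0.0028) and among genes with mean normalized counts of at least 10 (0.013). With 1 gene kept per group of neighbouring list members it was not passed (0.777).

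For DNA replication, 3 of 12 members rose, none fell and 9 were not called. They were MCM6 (LOC_Os05g14590), MCM7 (LOC_Os12g37400) and MCM5 (LOC_Os02g55410), subunits of the replicative helicase, with log2 fold changes of 1.25 ± 0.38, 1.25 ± 0.40 and 1.09 ± 0.40 (SE) in the authors' deposited table. MCM3 (LOC_Os05g39850) had a log2 fold change of 1.16 ± 0.48 in the authors' deposited table and missed the threshold over all genes (adjusted p = 0.079). Adjusted over the list alone, it was called too, giving 4 that rose. The MCM genes named so far had mean normalized counts of 20 to 31.5 only. The 5 members with counts of at least 50, named after their values were seen, were MCM2, PCNA and the loci listed as RNRL1, RNRS1 and CDC6. They had log2 fold changes between -0.24 and 0.08 in the authors' deposited table, and none was called. The list passed neither test (Fisher exact adjusted p = 0.211, cameraPR adjusted p = 0.572). The share test was passed with an adjusted p of 0.1 as the threshold for calls (adjusted p = 0.044). This value lies near the threshold and was lowered by the list of the study's quantitative PCR loci. That list was in the same adjustment although its loci were chosen on the same material. None of 6 cell cycle genes was called over all genes or adjusted over the list alone, although 3 had an unadjusted p under 0.05 in the authors' DESeq2 Wald test, all with higher values in oschz1. These were CDKB2;1 (LOC_Os08g40170), CDKA1 (LOC_Os03g02680) and CYCB1;1 (LOC_Os01g59120), with log2 fold changes of 0.74 ± 0.36, 0.22 ± 0.11 and 0.81 ± 0.41 (SE) in the authors' deposited table, and CYCB2;1 (LOC_Os04g47580) was at 0.70 ± 0.45.

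**Figure D2:**
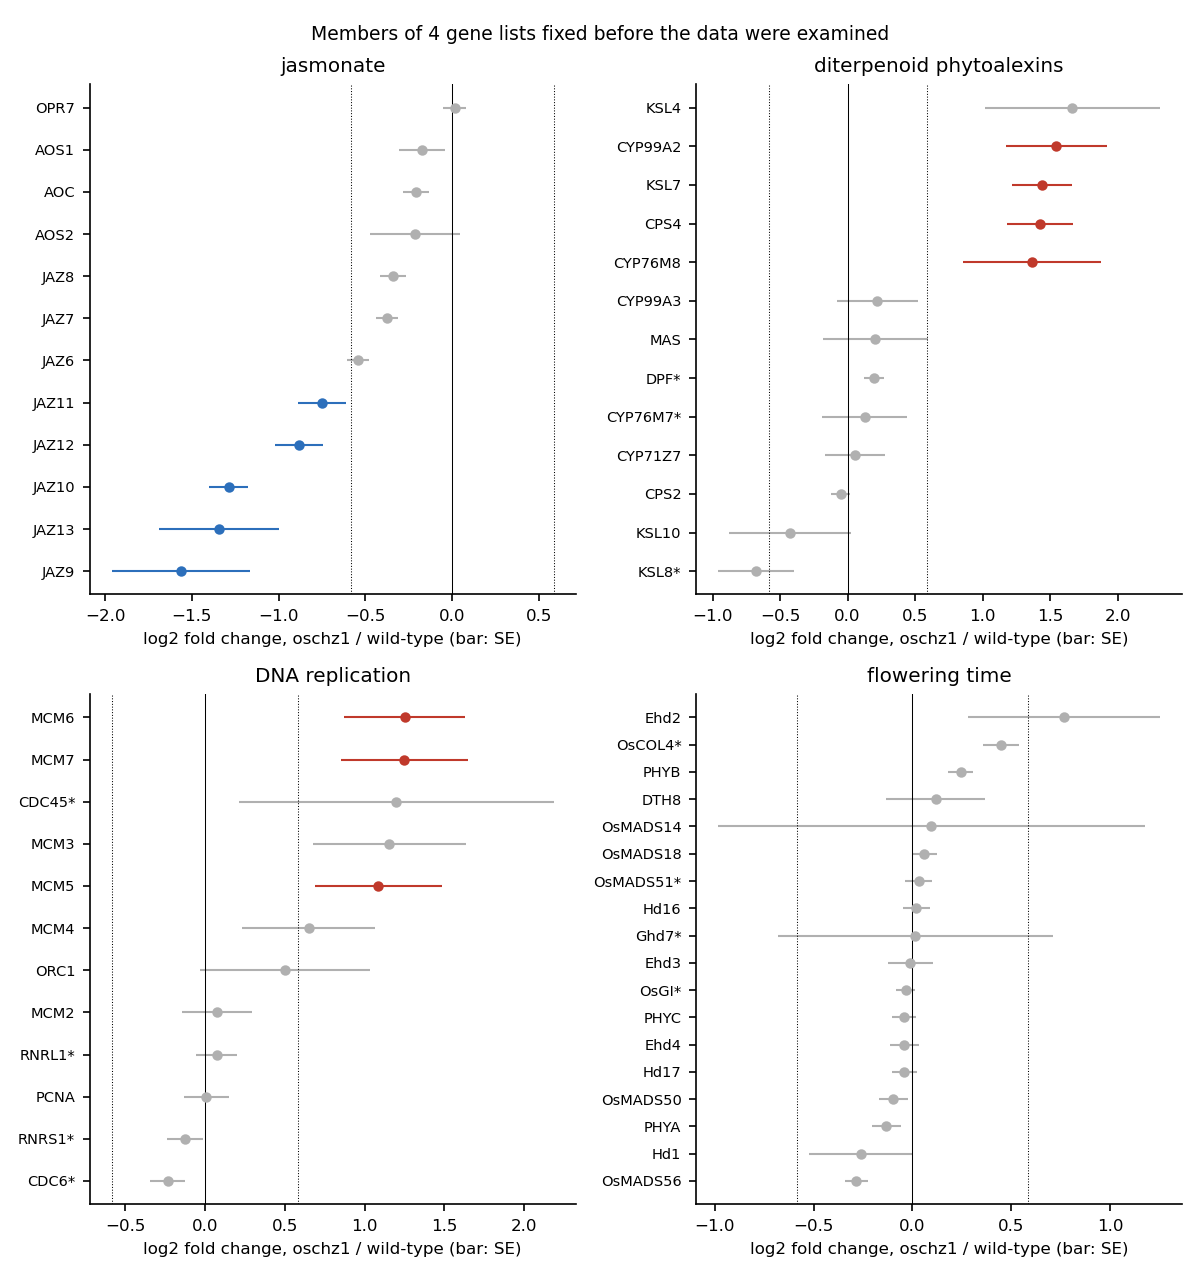
Log2 fold change (oschz1 over wild-type) of members of 4 gene lists, with bars of 1 SE, from the authors' deposited table. Red marks genes that rose, blue genes that fell and grey genes not called, dotted lines mark 1.5-fold, and an asterisk marks a symbol that the reference does not place on the chromosome of its identifier. In the jasmonate list 5 members fell, in the phytoalexin list 4 rose, in the replication list 3 rose and in the flowering list none was called.

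Of 14 defence genes, 1 rose, 1 fell and 12 were not called, with the same counts when adjusted over the list alone. In the authors' deposited table, LOC_Os01g28450, listed as the pathogenesis-related gene PR1b, rose (log2 fold change 0.88 ± 0.29, SE; adjusted p = 0.016). The gene that fell, named after its value was seen, was LOC_Os07g03710, listed as PR1a (-0.65 ± 0.23 in the authors' deposited table). WRKY71 (LOC_Os02g08440), a transcription factor gene, was at -0.58 ± 0.12, PBZ1 (LOC_Os12g36880) at 0.37 ± 0.07 and LOC_Os05g27730, listed as WRKY53, at -0.28 ± 0.07 in the authors' deposited table, and these passed the adjusted p but not 1.5-fold, as did WRKY76 at -0.36 ± 0.13. The defence list passed neither test (Fisher exact adjusted p = 0.719; cameraPR adjusted p = 0.296). Among 14 tested genes for abscisic acid and drought, 1 fell, none rose and 13 were not called. It was LOC_Os07g05940, listed as NCED4, an enzyme gene of abscisic acid synthesis, with a log2 fold change of -1.27 ± 0.34 (SE) in the authors' deposited table. The transcription factor genes NAC6 (LOC_Os01g66120) and LOC_Os03g60080, listed as SNAC1, at -0.40 ± 0.07 and -0.29 ± 0.08, and the proline synthesis gene P5CS (LOC_Os05g38150), at 0.30 ± 0.08 in the authors' deposited table, passed the adjusted p but not 1.5-fold. Adjusted over the list alone, 1 rose and 1 fell. This list passed neither test (adjusted p = 1 for the Fisher exact test and 0.695 for cameraPR), and its median log2 fold change of 0.035 had the opposite sign to the direction given by cameraPR.

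The study linked OsChz1 to flowering through genes that include Ehd1 and the florigen gene Hd3a. That link rested on quantitative RT-PCR of leaves from plants in the heading period, at several times of light and dark, in both mutant alleles. The seedlings here were of another stage, so their values do not test that evidence. In the seedlings none of the 19 tested members of the flowering time list was called, over all genes or adjusted over the list alone, and 3 passed the adjusted p but not 1.5-fold. These were OsMADS56 (LOC_Os10g39130) at -0.28 ± 0.06 (adjusted p = 1.71e-05), PHYB (LOC_Os03g19590) at 0.24 ± 0.06 (0.00097) and LOC_Os02g39710, listed as OsCOL4, at 0.45 ± 0.09 (1.67e-05; log2 fold change ± SE and adjusted p in the authors' deposited table). Hd1 (LOC_Os06g16370), DTH8 (LOC_Os08g07740), OsMADS50 (LOC_Os03g03070), Ehd4 (LOC_Os03g02160) and Hd17 (LOC_Os06g05060) had log2 fold changes between -0.26 and 0.12 in the authors' deposited table, with adjusted p of 0.439 or more. A further 10 members, PHYA, PHYC, Ehd2, Ehd3, Hd16, OsMADS14, OsMADS18 and the loci listed as Ghd7, OsGI and OsMADS51, lay between -0.13 and 0.76 in the authors' deposited table, with adjusted p of 0.243 or more. OsMADS15 is not in the table. Ehd1 and Hd3a had hardly any reads. LOC_Os10g32600, listed as Ehd1, had 3 reads over the 6 libraries, 2 in wild-type and 1 in oschz1. Hd3a (LOC_Os06g06320) had 5 reads, all in the same library, in wild-type and 2 in oschz1, a depth-corrected ratio of 2.61 with a 95% exact binomial interval of 0.427 to 27.4. This interval covers counting error only. Had all reads of the gene been in wild-type, an exact binomial p would have been 0.117 for Ehd1 and 0.0067 for Hd3a, against 0.0090 for the largest unadjusted p that was called, so that even a full loss of Ehd1 was not detectable at this depth. Neither gene had an adjusted p, so neither could be called at any fold change. The list passed neither test (Fisher exact adjusted p = 0.777; cameraPR adjusted p = 0.786), and its median log2 fold change was -0.010 and its mean 0.011.

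The circadian clock list, which shares OsGI and Hd17 with the flowering list, had no called member among 9, over all genes or adjusted over the list alone, and 2 that passed the adjusted p but not 1.5-fold. OsPRR95 (LOC_Os09g36220) had a log2 fold change of -0.16 ± 0.05 (SE; adjusted p = 0.0145) and LOC_Os01g74020, listed as OsLUX, one of -0.48 ± 0.11 (adjusted p = 0.00026) in the authors' deposited table. OsPRR1 (LOC_Os02g40510) and LOC_Os11g05930, listed as OsPRR59, were at -0.08 ± 0.05 and -0.10 ± 0.06 in the authors' deposited table, with adjusted p of 0.282 or more. None of 23 photosynthesis genes was called, over all genes or adjusted over the list alone, and 1 passed the adjusted p but not 1.5-fold, LOC_Os01g64960, listed as the photoprotection gene PsbS, at -0.27 ± 0.07 (SE; adjusted p = 0.0011 in the authors' deposited table). LOC_Os12g19470, listed as RbcS4, LOC_Os01g52240, listed as LHCB1.3, and CAB1R (LOC_Os09g17740), genes of carbon fixation and light harvesting, were at -0.09 ± 0.04, 0.13 ± 0.06 and -0.21 ± 0.13 in the authors' deposited table, with adjusted p of 0.097 or more. The median log2 fold change of this list was -0.031. Neither list passed a test (Fisher exact adjusted p = 1 and 0.777; cameraPR adjusted p = 0.273 and 0.572).

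Genes of the lists of H2A.Z genes and of H2A.Z deposition and histone chaperones were not called over all genes. Of the 3 loci listed as H2A.Z genes, LOC_Os03g06670 and LOC_Os10g28230 had log2 fold changes of 0.82 ± 0.32 and 0.81 ± 0.36 (SE) in the authors' deposited table, with adjusted p of 0.059 and 0.115. Adjusted over the list alone both rose. The third, LOC_Os03g53190, had by far the most reads of the 3 and a log2 fold change of 0.11 ± 0.06 in the authors' deposited table. ARP6 (LOC_Os01g16414), a subunit of the complex that deposits H2A.Z, and the histone chaperone genes NAP1;1 (LOC_Os06g05660) and NAP1;2 (LOC_Os05g46230) were between -0.17 and 0.03 in the authors' deposited table, as was LOC_Os02g46450, listed as PIE1, at 0.01 ± 0.08. None of the 4 members of this list was called, over all genes or adjusted over the list alone, or had an unadjusted p under 0.05 in the authors' DESeq2 Wald test. Both lists had an adjusted p of 1 in the Fisher exact test, and of 0.557 and 0.708 in cameraPR.

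A further set of 3 lists held markers of tissues that whole seedlings can include in varying amounts. Of 6 tested root genes, 2 rose, none fell and 4 were not called. These were the neighbouring nicotianamine synthase genes NAS1 (LOC_Os03g19427) and NAS2 (LOC_Os03g19420), which serve iron transport, with log2 fold changes of 3.02 ± 0.33 (SE; adjusted p = 2.66e-18) and 5.01 ± 0.67 (adjusted p = 3.61e-12) in the authors' deposited table. IRT1 (LOC_Os03g46470), an iron transporter gene, had -0.64 ± 0.25 and the silicon transporter gene Lsi1 (LOC_Os02g51110) 0.09 ± 0.14 in the authors' deposited table, and neither was called. Adjusted over the list alone, 2 rose and 1, IRT1, fell. Several of the 10 root members, named here after their values were seen, had few reads or none. Lsi2 and AMT1;2 had no values. LOC_Os02g44310, listed as RCc3, and NRT2.1 and PT2 had mean normalized counts of 0.70, 1.41 and 3.33. Lsi1, NRT2.3 and IRT1 had 232, 72.3 and 64.5. Whether the amount of root tissue differed between the genotypes was not tested. Of 6 tested floral MADS box genes none was called, over all genes or adjusted over the list alone, and 1 passed the adjusted p but not 1.5-fold, OsMADS16 (LOC_Os06g49840), at -0.34 ± 0.10 (adjusted p = 0.0047) in the authors' deposited table. OsMADS1 (LOC_Os03g11614), OsMADS2 (LOC_Os01g66030) and OsMADS3 (LOC_Os01g10504) were at -0.87 ± 1.45, 0.43 ± 0.51 and 0.24 ± 0.48 in the authors' deposited table. Of 3 tested KNOX genes of the shoot meristem none was called or had an unadjusted p under 0.05 in the authors' DESeq2 Wald test. They were OSH15 (LOC_Os07g03770), OSH43 (LOC_Os03g56110) and OSH71 (LOC_Os05g03884), at 0.80 ± 1.37, 0.63 ± 0.76 and 0.74 ± 1.04 in the authors' deposited table. The Fisher exact test gave adjusted p of 0.211, 1 and 1 for the root, floral and KNOX lists, and cameraPR 0.273, 0.695 and 0.786. The root list passed the share test with an adjusted p of 0.1 as the threshold for calls (adjusted p = 0.037) and among genes with mean normalized counts of at least 10 (0.018), but with 1 gene kept of neighbours such as NAS1 and NAS2 it was not passed (0.777).

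The last list held 5 loci that the study had tested by quantitative PCR on the same genotypes, and all 5 rose. Their log2 fold changes in the authors' deposited table were 1.93 ± 0.40 (SE) for LOC_Os01g57650, 1.05 ± 0.30 for LOC_Os07g08500, 1.34 ± 0.18 for LOC_Os12g40900, 1.34 ± 0.07 for LOC_Os04g39900 and 1.93 ± 0.28 for LOC_Os02g36890. All 5 also rose when adjusted over the list alone. Since the study chose these loci on the same material, neither count nor the tests of this list (Fisher exact adjusted p = 3.74e-05; cameraPR adjusted p = 2.57e-08) are independent evidence of the direction.

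The third comparison asked whether misregulated genes were spread evenly over the 12 chromosomes. They were not (chi-square permutation test with 100000 permutations, p = 3.00e-05). This test and the Fisher exact tests below treat genes as placed independently. Neighbouring misregulated genes, however, moved the same way more often than in random placements, as described further below. The p-values are therefore likely too small and are descriptive. On chromosome 11, 125 genes rose and 42 fell, which is 10.9% of its tested genes (odds ratio 1.53, two-sided Fisher exact test, adjusted p = 2.59e-05 over 12 chromosomes). Chromosome 10 followed with 95 genes that rose, 31 that fell and a share of 8.96% (adjusted p = 0.195). On the other 10 chromosomes the share lay between 6.45% and 8.30%, and none passed the threshold after adjustment. Without 3 short runs of neighbouring loci on chromosomes 10 and 11, a setting chosen after seeing the data, the adjusted p for chromosome 11 was 0.129 and the permutation p over all chromosomes 0.049. It was not seen either for all genes past the adjusted p whatever their fold change (adjusted p = 0.519).

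**Figure D3:**
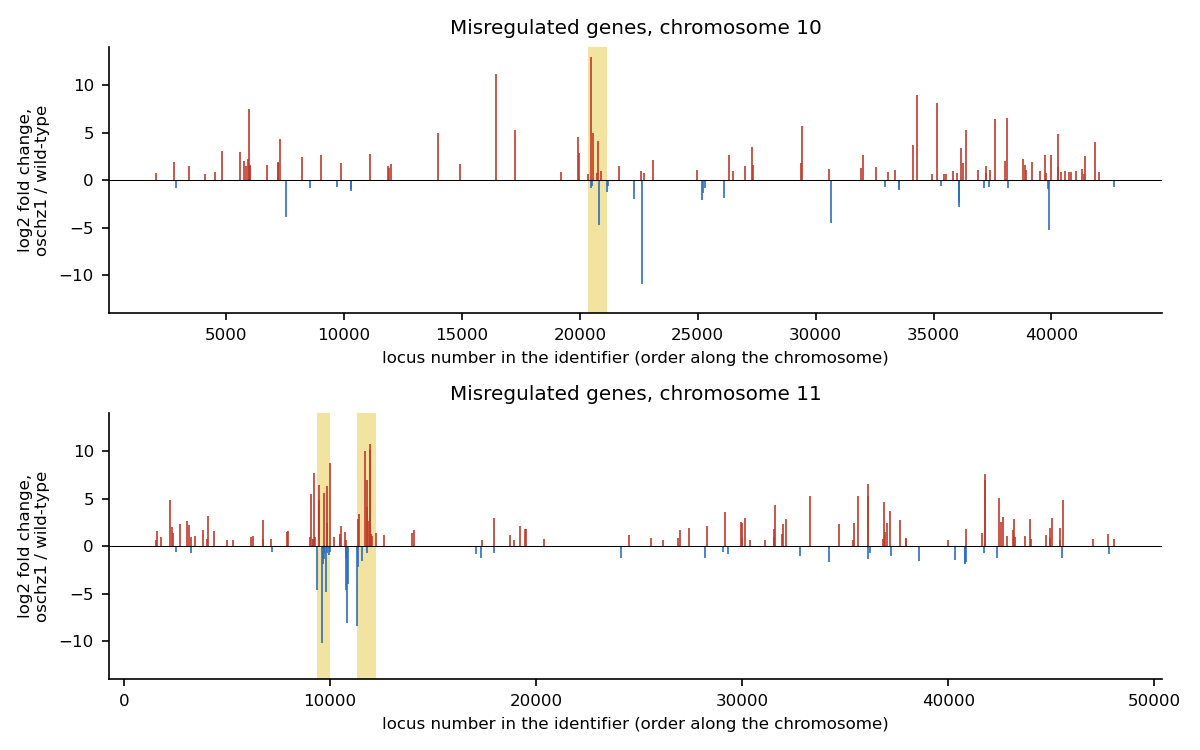
Log2 fold change (oschz1 over wild-type) of the misregulated genes on chromosomes 10 and 11, in the order of their locus numbers, from the authors' deposited table. Red lines are genes that rose, blue lines genes that fell, and shaded bands are the 3 runs with clustered calls, which hold 24 genes that rose and 17 that fell among 85 genes.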

Values the study reported

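The study reported 1967 misregulated genes in the oschz1-1 mutant at a fold change of at least 1.5 and an adjusted p below 0.05. Of these, 1619 were reported as upregulated and 348 as downregulated.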

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

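The settings without the runs of clustered loci, with mean normalized counts of at least 1000 and with 1 gene per group of neighbouring list members were chosen after seeing the data, and all others before the data were examined. The number of misregulated genes lay within 1.5 times its value of 1967 in 6 of the 11 settings tried. A threshold of 2-fold gave 1266 (168 fell), no fold change threshold 4683 (2725 higher, 1958 lower), mean normalized counts of at least 50 gave 1311 (1070 rose), a test of a fold change above 1.5 gave 801 (720 rose, 81 fell) and Bonferroni adjustment 1093 (924 rose, 169 fell), each following from a looser or stricter criterion. Rises outnumbered falls in each setting, from 58.2% with no fold change threshold to 89.9% with the test above 1.5-fold, and centring gave 83.6%. These sets overlap. The set with no fold change threshold includes the called genes, and among its 2716 genes under 1.5-fold more were lower than higher. Of 281 results of lists under alternatives, 270 stayed on the same side of the threshold. The jasmonate share was lost at 2-fold (adjusted p = 0.069), with counts of at least 50 (0.142), with the test above 1.5-fold (1), with Bonferroni adjustment (0.062) and with 1 gene per group of neighbouring list members (0.723), since the 5 that fell lie in 2 groups. The phytoalexin share was gained at 2-fold (0.021), at an adjusted p of 0.1 (0.0028) and with counts of at least 10 (0.013). The root share was gained at an adjusted p of 0.1 (0.037) and with counts of at least 10 (0.018), and the replication share at an adjusted p of 0.1 (0.044, lowered by the quantitative PCR list in the same adjustment). The cause was not tested for these other lists. A correlation of 0.05 in cameraPR changed no call. The chromosome test was lost with no fold change threshold (permutation p = 0.166), as was chromosome 11 (adjusted p = 0.519), which was also lost without the runs (0.129), while chromosome 10 was gained at an adjusted p of 0.1 (0.031). Of 38 called genes that the naming rule covers, Bonferroni adjustment lost 9, the test above 1.5-fold 9, BH over all genes 1 and centring 0, and none turned. No paired analysis was possible because the deposited table holds no values of single libraries. For that reason the other tool, normalization, a filter on the counts of single libraries (filters on the mean count are given above), pseudocounts, the fits without each replicate and other splits of the samples were not run either, so whether 1 library decides a call is open except for the genes solved below. Depth limits genes with few reads: only 65.6% of the tested genes had SEs small enough for a 1.5-fold difference to pass.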

Other observations

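Windows of loci, the test of a segment that differs between the lines and the test of reads per oschz1 library were set before their results were seen, and the other tests below after.

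Neighbouring pairs of misregulated genes that moved the same way were more frequent than in random placements. Among loci next to each other in identifier order, 162 pairs held 2 genes that rose, against a mean of 86.8 in 1000 random placements of the calls, and 27 pairs held 2 genes that fell, against 3.99. Pairs of opposite direction numbered 36, against 37.6 in random placements. Outside the runs described next, 155 pairs rose together (84.3 in random placements) and 25 fell together (3.52), while 27 were opposite (35.2). For pairs of equal direction no placement gave as many (permutation p = 0.001, the smallest that 1000 placements can give). NAS1 and NAS2 are such a pair.

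Of the 20 genes ranked first by fitted log2 fold change, 10 in each direction, 6 stood in 3 short runs: 23 genes on chromosome 10, which include LOC_Os10g20480, and 29 and 33 genes on chromosome 11, of which the former includes LOC_Os11g09590. In these runs 43.5%, 51.7% and 48.5% of the genes were called, against 6.55% of all loci. Independent placement of the calls is argued against, since the fullest window of 20 loci held 11 calls and 0 of 1000 random placements of the calls along the genome gave as many. Neighbouring calls outside the runs also moved the same way more often than in such placements. The window test therefore does not show that the runs exceed this local clustering. A deletion carried by either genotype would leave calls in a single direction and is argued against as the whole cause of each run, since 6 genes rose and 4 fell in the run on chromosome 10, and 6 rose and 9 fell, and 12 rose and 4 fell, in those on chromosome 11. Rises and falls both exceeded the rates of the loci outside the runs (the larger of the 2 one-sided exact binomial p was 0.00105, 0.0038 and 0.00047 in the 3 runs, descriptive values since the runs were picked for their calls). A deletion as part of the cause stays open. Calls in the runs were nearly silent in a genotype more often than other calls (29.3% against 6.59%, two-sided Fisher exact p = 1.29e-05). This p is descriptive too, since the calls lie in only 3 runs picked for their calls. More silent genes were predicted for a segment that differs in sequence or origin between the lines, which stays a hypothesis. A deletion would also leave silent genes, so this test cannot tell it from such a segment. An effect of OsChz1 loss on these regions stays open as untested.

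More genes rose than fell in oschz1. A common shift of the fold changes by the authors' normalization is argued against as the whole cause: a shift of 0.225 in log2 fold change, which gave 1264 rises and 1249 falls at 1.5-fold, left 72.4% rises among calls of at least 2-fold (95% exact binomial interval 69.8% to 74.8%). The same shift gave 1732 genes higher and 9576 lower past the adjusted p at any fold, which follows from moving precisely measured genes with fold changes near 0 and decides nothing. A shift as part of the cause stays open. Imprecise fold changes of low-count genes are argued against as well, since 81.5% of calls with counts of at least 1000 were rises. The reads per oschz1 library were sought for 114 genes that rose, were nearly silent in wild-type and had counts up to 50. For 48 no solution without wild-type reads was found and for 19 more than 1. The other 47, with counts of 2.07 to 9.87, had reads in each of the 3 libraries. The fullest library held a median of 45.8% of their normalized reads (an even share is 33.3%), so the rises of these 47 genes did not rest on 1 oschz1 library alone. Genes entered this test only if called, which already favours reads in more than 1 library. It therefore gives no evidence on the other calls, for which this stays open. The loss of OsChz1 itself also stays open, as it may be a cause and is confounded with the lines compared.

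The study's quantitative RT-PCR of Ehd1 and Hd3a, on leaves of plants in the heading period, was not re-examined here. For the seedling RNA-seq, the study names Ehd1 and Hd3a among the downregulated genes, whereas neither passes its thresholds in the deposited table. Both fall below the filter under which no adjusted p was given, so neither could be called at any fold change. For Ehd1 too few reads is a candidate explanation: had all 3 reads been in wild-type, an exact binomial p would have been 0.117, above the largest unadjusted p that was called (0.0090). For Hd3a a full loss would have given an exact binomial p of 0.0067 with its 7 reads. That value cannot decide this, since it treats reads as independent and all 5 wild-type reads came from 1 library. The log2 fold change of Hd3a had an SE of 2.49 in the authors' deposited table, and a smaller fall is not excluded. A wrong locus identifier in the list remains possible, since the reference places 1 of these symbols, Hd3a, on the chromosome of its identifier but does not hold Ehd1, and these cannot be told apart for Ehd1 without a genome.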
